# Transcriptomic and Weighted Gene Co-expression Correlation Network Analysis Reveal Resveratrol Biosynthesis Mechanisms Caused by Bud Sport in Grape Berry

**DOI:** 10.3389/fpls.2021.690095

**Published:** 2021-06-18

**Authors:** Feng Leng, Yunling Ye, Jialing Zhou, Huijuan Jia, Xiaoheng Zhu, Jiayu Shi, Ziyue Zhang, Nan Shen, Li Wang

**Keywords:** grape, resveratrol, transcriptome, ultra performance liquid chromatography-high resolution tandem mass spectrometry, weighted gene co-expression network analysis

## Abstract

Resveratrol is a natural polyphenol compound produced in response to biotic and abiotic stresses in grape berries. However, changes in resveratrol caused by bud sport in grapes are scarcely reported. In this study, *trans*-resveratrol and *cis*-resveratrol were identified and quantified in the grape berries of ‘Summer Black’ and its bud sport ‘Nantaihutezao’ from the veraison to ripening stages using ultra performance liquid chromatography-high resolution tandem mass spectrometry (UPLC-HRMS). We found that bud sport accumulates the *trans*-resveratrol earlier and increases the contents of *cis-resveratrol* in the earlier stages but decreases its contents in the later stages. Simultaneously, we used RNA-Seq to identify 51 transcripts involved in the stilbene pathways. In particular, we further identified 124 and 19 transcripts that negatively correlated with the contents of *trans*-resveratrol and *cis*-resveratrol, respectively, and four transcripts encoding F3'5'H that positively correlated with the contents of *trans*-resveratrol by weighted gene co-expression network analysis (WGCNA). These transcripts may play important roles in relation to the synergistic regulation of metabolisms of resveratrol. The results of this study can provide a theoretical basis for the genetic improvement of grapes.

## Introduction

Resveratrol (C_14_H_12_O_3_; 3,4',5-trihydroxystilbene) is a beneficial secondary metabolite that belongs to the stilbene family, consisting of two aromatic rings joined by a methylene bridge, and exists in two isomers, *trans*-resveratrol and *cis*-resveratrol (Stervbo et al., 2007; Guerrero et al., 2010; Figure 1). The difference between the chemical structures of the *cis*-resveratrol and *trans*-resveratrol is the geometry of carbon–carbon double bond (Huang and Mazza, 2011). Resveratrol, in general, and *trans*-resveratrol, in particular, have many biological activities, including antifungal and antibacterial effects, as well as neuroprotective, cardioprotective, type 2 diabetes, and anticancer actions (Vitaglione et al., 2005; Yu et al., 2012; Sun et al., 2021). Apart from the above effects, resveratrol also has positive effects on the resistance of plants to biotic stress and can enhance the nutritional value of several vegetables and fruits, such as peanuts and grapes (Harikumar and Aggarwal, 2008; Giovinazzo et al., 2012).

**Figure 1:**
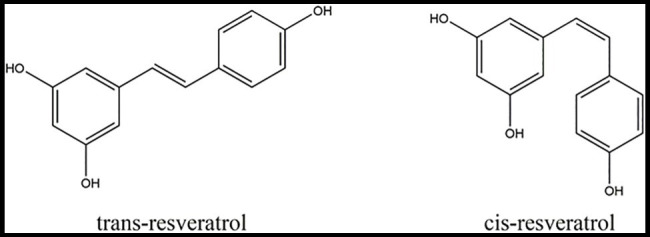
Chemical structures of *trans*-resveratrol and *cis*-resveratrol.

Resveratrol is derived from the phenylpropanoid pathway that involves a series of enzymes such as phenylalanine ammonia-lyase (PAL), 4-coumarate: coenzyme A ligase (4CL), cinnamic acid 4-hydroxylase (C4H), and stilbene synthase (STS; Gatto et al., 2008; Wang et al., 2010; Duan et al., 2015). In grapes, *trans*-resveratrol is a leading and important stilbene compound, but *cis*-resveratrol has not been detected often (Liu et al., 2010). Many studies on resveratrol production have shown that its biosynthesis is induced by biotic and abiotic stresses, for example, UV-C radiation (Bais et al., 2000; Bai et al., 2019), pathogen attack (Schnee et al., 2008), salinity stress (Ismail et al., 2012), and application of chemicals, such as aluminum ions and ozone (Adrian et al., 1996; Duan et al., 2015; Bai et al., 2019). It can be induced in response to plant hormones, such as ethylene and jasmonates (Belhadj et al., 2008; D’Onofrio et al., 2009). Moreover, resveratrol can be transported to different tissues of grapevine subjected to stress and adaptation mechanisms in response to the environment, which may cause resveratrol to be converted to its isomers (Ji et al., 2014). Transcriptome analysis provides an insight into the *PAL*, *4CL*, and *STS* expression profiles showing that the concentration of their transcripts increased from veraison to maturity, as well as the content of resveratrol also increases in the grape (Gatto et al., 2008). Meanwhile, the competition between STS and chalcone synthase (CHS) for the same substrates is the factor that affects the accumulation of resveratrol (Jeandet et al., 1995; Gatto et al., 2008; Yin et al., 2016; Lu et al., 2021).

Bud sport is a consequence of the genetic variation of somatic cells leading to the occurrence of qualitative and quantitative phenotypic alterations in many vegetatively propagating plants, including grapes (Zhao et al., 2015). It is an essential source for breeding new varieties when bud sports grow into branches in fruit trees. Among bud sports, most studies have focused on the molecular basis of the color changes and fruit ripening of grape (Guo et al., 2016; Bustamante et al., 2017; Xu et al., 2017). Bustamante et al. (2017) found a novel earlier ripening and sweeter taste bud mutation ‘Red Globe’, registered as ‘Pink Globe’. Compared to its parents, ‘Pink Globe’ has lower anthocyanin content and *Vvufgt* expression level. A similar result exists between ‘Benitaka’ and its bud mutation ‘Brazil’ (Xu et al., 2017). Guo et al. (2016) revealed many genes that were differentially expressed in the berries of ‘Kyoho’ and its early ripening mutant ‘Fengzao’ by using comparative profiling analysis. However, a comprehensive analysis of resveratrol being affected by bud sport is still lacking to date. Recently, we have identified a novel early ripening bud mutation on ‘Summer Black’ and named it ‘Nantaihutezao’ in Huzhou, Zhejiang Province, the maturity time of which is approximately 2 weeks earlier than ‘Summer Black’. There were no significant differences in the total anthocyanin contents and total soluble solid (TSS) between the two cultivars (Leng et al., 2021). We previously found that the resveratrol content and its composition in berry peel were different between the two cultivars, which might constitute a useful experimental system for the study of resveratrol metabolic mechanism and will also help us to better understand the mechanism of grape ripening underlying the bud sport variety. In this study, we performed resveratrol quantification and transcriptomic comparison between two cultivars at six time points, from veraison to ripening stages, to investigate the genetic difference. We aimed to find candidate genes related to the biosynthesis of *trans*-resveratrol and *cis*-resveratrol, which will lay a foundation for further identification of the function of genes and their improvement for fruit quality.

## Materials and Methods

### Sample Collection

A 3-year-old ‘Summer Black’ and its bud sport ‘Nantaihutezao’ grape berries were used as the materials in this study. The grapevines were planted in a plastic film greenhouse in Longcong village of Huzhou city in the Zhejiang province, with normal fertilizer and water management along with the control of pests and diseases. Samples were collected every 7 days from veraison (S5) to berry ripening (S10). Thirty grape berries were picked from two clusters in different positions and directions each time with no evidence of stress symptoms or disease. At the same time, the samples were immediately frozen in liquid nitrogen and then stored at −80°C for subsequent testing.

### Resveratrol Profiling

Resveratrol was extracted according to a previously published method. The extracted resveratrol solution was analyzed and quantified by UPLC-HRMS and ultra-high-performance liquid chromatography-diode array detector (UPLC-DAD), respectively, following the established methods in our laboratory (Leng et al., 2020).

### RNA Extraction and RNA-Seq

Total RNAs of pericarp were extracted using Trizol (Invitrogen) with three biological replicates according to the recommendations of the manufacturer. The RNA quantity was checked using the NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies, US), the RNA concentration was assessed using Qubit® RNA Assay Kit in Qubit®2.0 Fluorometer (Life Technologies, US), and the RNA integrity was evaluated using an Agilent 2,100 Bioanalyzer (Agilent Technologies, US). A total of 36 cDNA libraries (three biological repetitions) were constructed using TruSeq™ RNA Sample Preparation Kit (Illumina, US) following the instructions of the manufacturer and deep sequenced by the Biomarker Biotechnology Corporation (Beijing, China), using Illumina HiSeq X-ten platform. All the raw sequence data have been deposited at NCBI Sequence Read Archive (SRA) with the accession code GSE142313.

### Gene Functional Annotation and Expression Analysis

After removing adapter reads and filtering low-quality sequences, the clean reads were aligned to the reference *Vitis vinifera* genome (Jaillon et al., 2007) using the TopHat 2 software(Trapnell et al., 2009).^1^ The fragments per kilobase of exon per million mapped reads (FPKM) were used to calculate the abundance values of the transcript using the Cuffdiff program.^2^ Differentially expressed genes between the two cultivars at the same stage were analyzed using DESeq software (Anders and Huber, 2010), with the estimated absolute log_2_ fold change (FC) > 1 and false discovery rate (FDR) < 0.05. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis was performed using KOBAS 3.0 software (Wu et al., 2006; Xie et al., 2011).

### Weighted Gene Co-expression Network Analysis and Visualization

From all genes, the interesting gene modules and co-expression network analysis were identified by weighted gene co-expression network analysis (WGCNA) package in R (Langfelder and Horvath, 2008). The sample trait based on the correlation of the gene expression profile with intramodular connectivity and gene significance were used to identify critical genes in two cultivars at the different phases for further validation. A soft thresholding power of seven in the WGCNA package was prescribed as a soft threshold of the correlation matrix. Topological overlap matrix (TOM) similarity algorithm was used to convert the adjacency matrix to TOM and to hierarchically cluster genes. The Dynamic Hybrid Tree Cut algorithm was adopted to cut the hierarchal clustering tree and define modules as branches from the tree cutting (Zhan et al., 2015). Module Eigen gene was used to summarize the expression profile of each module.

### Real-Time Quantitative Reverse Transcription -PCR Validation and Statistical Analysis

Real-time quantitative reverse transcription (qRT)-PCR analysis was performed to validate the RNA-Seq data according to a previous method (Leng et al., 2017). The primers are listed in Supplementary Table S1. *Glyceraldehyde 3-phosphate dehydrogenase* (GAPDH: NCBI accession number: CBI14856.3) gene was used as the internal control for calculating the relative expression of the mRNA. All samples were analyzed in triplicate, and the results were presented as the mean ± SE. The statistical significance of differences was determined with a t-test using SPSS16.0 statistical software package (IBM). Originpro 2016 (Microcal Software) was applied for the construction of the figures.

## Results

*Trans*-resveratrol and *cis*-resveratrol in our samples were identified by using reversed-phase UPLC-HRMS, the ESI-ion trap MS and MS/MS data were compared with those found in the previous studies, and the retention times were compared with that of the standards (Figure 2). The tandem mass spectrum of the [M−H]^−^ ion at *m/z* 227 for both *trans*-resveratrol and *cis*-resveratrol, and their fragmentation spectrum were dominated by the product ion at *m/z* 185 and 143, representing the loss of one and two ketene molecule. The retention times of *trans*-resveratrol and *cis*-resveratrol under the established conditions were 31.73 and 34.708 min, respectively.

**Figure 2:**
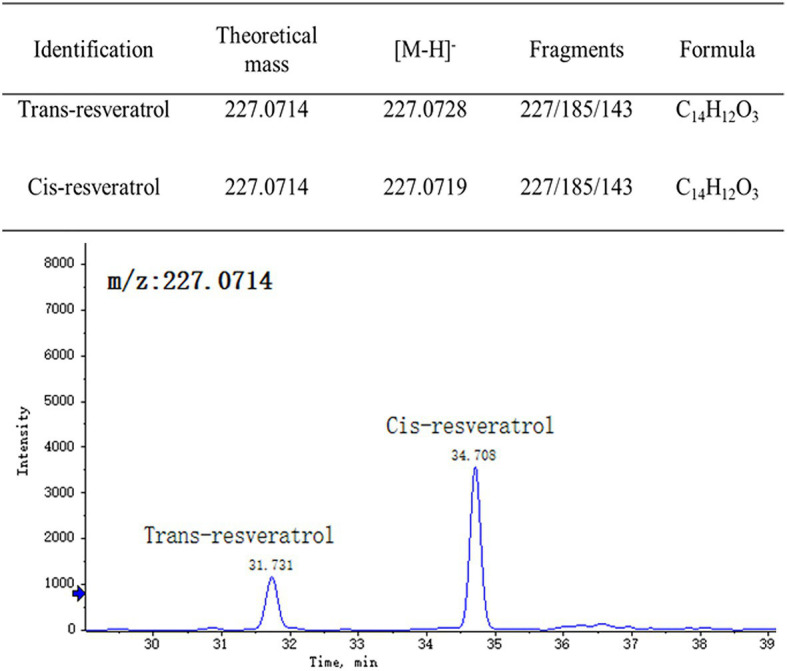
Chromatographic and mass spectrometric parameters of detected *trans*-resveratrol and *cis*-resveratrol in grape berry.

In this study, we compared the contents of *trans*-resveratrol and *cis*-resveratrol in the ‘Summer Black’ and ‘Nantaihutezao’ grape berry skins from veraison to ripening stages (Figure 3). The results showed that both the contents of *trans*-resveratrol and *cis*-resveratrol were accumulated with increasing time. Compared with the ‘Summer Black’, the contents of *cis*-resveratrol were higher in ‘Nantaihutezao’ at the S6 and S7 stages, but lower in the later stages. For *trans*-resveratrol, the contents in ‘Nantaihutezao’ were higher than ‘Summer Black’ during the development, but no difference in maturity. In other words, bud sport only leads to earlier accumulation of *trans*-resveratrol without increasing its contents.

**Figure 3:**
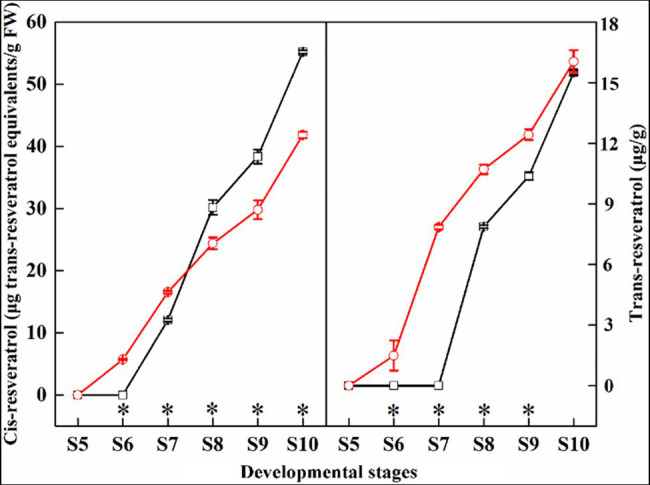
The changes in the contents of *trans*-resveratrol and *cis*-resveratrol during grape berry development and ripening in ‘Summer Black’ (black line) and ‘Nantaihutezao’ (red line). ^*^Indicates the significant differences (*p* < 0.05, *n* = 3).

As the metabolism of resveratrol of the bud sport changed in this study, we performed a transcriptomic comparison between ‘Summer Black’ and ‘Nantaihutezao’ cultivars from veraison to ripening stages of grape berry to gain insights into the molecular mechanism related to the metabolism of resveratrol caused by bud sport and identify key regulatory genes. RNA-Seq was performed using the Illumina HiSeq X-ten sequencing platform. 

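The libraries were made from the pericarp of berries of ‘Summer Black’ and of its bud sport ‘Nantaihutezao’, collected at veraison (S5) and then every 7 days up to ripening (S10). The sample labels use other names for the cultivars, which were matched to the paper's names by their role as parent or bud sport. The labels give the organ as berries, and pericarp is the paper's term. Each of the 6 stages had 3 biological replicates per cultivar, which gave 36 libraries. The authors deposited the number of reads counted on each gene in each library, without normalization, for 27751 genes. Of these genes, 27241 carried identifiers of the VIT_ annotation of the Vitis vinifera reference genome and 510 were new genes named by the authors, and 6495 had no read in any library. Between 15323095 and 20469617 reads per library were counted on genes, with a median of 19435513 in ‘Nantaihutezao’ and 18586264 in ‘Summer Black’. The smallest libraries were those of ‘Summer Black’ at S5, with a median of 15467202 reads against 18312992 in ‘Nantaihutezao’ at the same stage. The 10 genes with the most reads took between 4.1 and 14.2% of the reads of a library. For each stage, genes with too few counts in the 6 libraries were removed with edgeR's filterByExpr at its default minimum count of 10, library sizes were scaled by the TMM method, and the cultivars were compared with edgeR's quasi-likelihood test. A transcript was counted as differentially expressed at the thresholds stated in the paper's methods, with the false discovery rate (FDR) from Benjamini-Hochberg adjustment over all genes tested at that stage. Every log2 fold change is that of ‘Nantaihutezao’ over ‘Summer Black’, and its standard error (SE) was derived from the log2 fold change and the F statistic of the test. Expression levels are given in CPM, the counts relative to library size after TMM scaling over all 36 libraries. With 3 libraries per cultivar, an exact permutation test of a single gene cannot give a two-sided p below 0.1, so the FDR values rest on a model fitted across all genes.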

A total of 273.05 Gb clean data were obtained following quality assessment and data filtering, with more than 90% Q30 scores of clean bases, and the mapped ratios were between 66.21 and 73.65% (Leng et al., 2021). To confirm the availability of data obtained by RNA-Seq in this study, some upregulated and downregulated genes between two cultivars were selected for quantification by qRT-PCR. Those genes encoded members of the enzymes involved in the phenylpropanoid pathway, transcription factors, and some genes randomly selected for different expression levels in each stage (Figure 4). The results indicated that the qRT-PCR expression profiles were generally consistent with the RNA-Seq values, suggesting the reliability of the RNA-Seq data.

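The RNA-Seq values behind Figure 4 are 18 pairs of a gene and a stage, and 14 of them were differentially expressed in the counts. Without replicate a of ‘Summer Black’, 13 of the 18 pairs were. The largest difference was that of VIT_01s0011g03720 at S10, with 20.7 ± 0.724 CPM (SD, n = 3) in ‘Nantaihutezao’ and 0.18 ± 0.0823 CPM (SD, n = 3) in ‘Summer Black’, where no library had more than 5 counts. Its log2 fold change was 6.79 (SE 0.19, FDR 1.16e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). VIT_15s0048g02490 at S9 had a log2 fold change of 4.21 (SE 0.17, FDR 8.94e-08). At the same stage, VIT_15s0046g00490 was higher by 1.47 on the log2 scale. Of the genes lower in ‘Nantaihutezao’, VIT_17s0000g09080 at S6 had a log2 fold change of -1.14 and VIT_06s0009g03010 at S8 one of -1.56. The 4 other pairs had an absolute log2 fold change below 1. VIT_14s0068g00930 at S6 had 0.57 (FDR 5.06e-06) and VIT_06s0004g02620 at S7 had -0.15 (FDR 0.00824). VIT_06s0004g08150 at S10 had -0.82 (FDR 6.03e-11). VIT_11s0078g00290 at S8 had 0.78 with an FDR of 0.117, so no difference was shown, and without replicate b of ‘Summer Black’ it had 1.19 with an FDR of 0.05001. The qRT-PCR values were not analysed here.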

**Figure 4:**
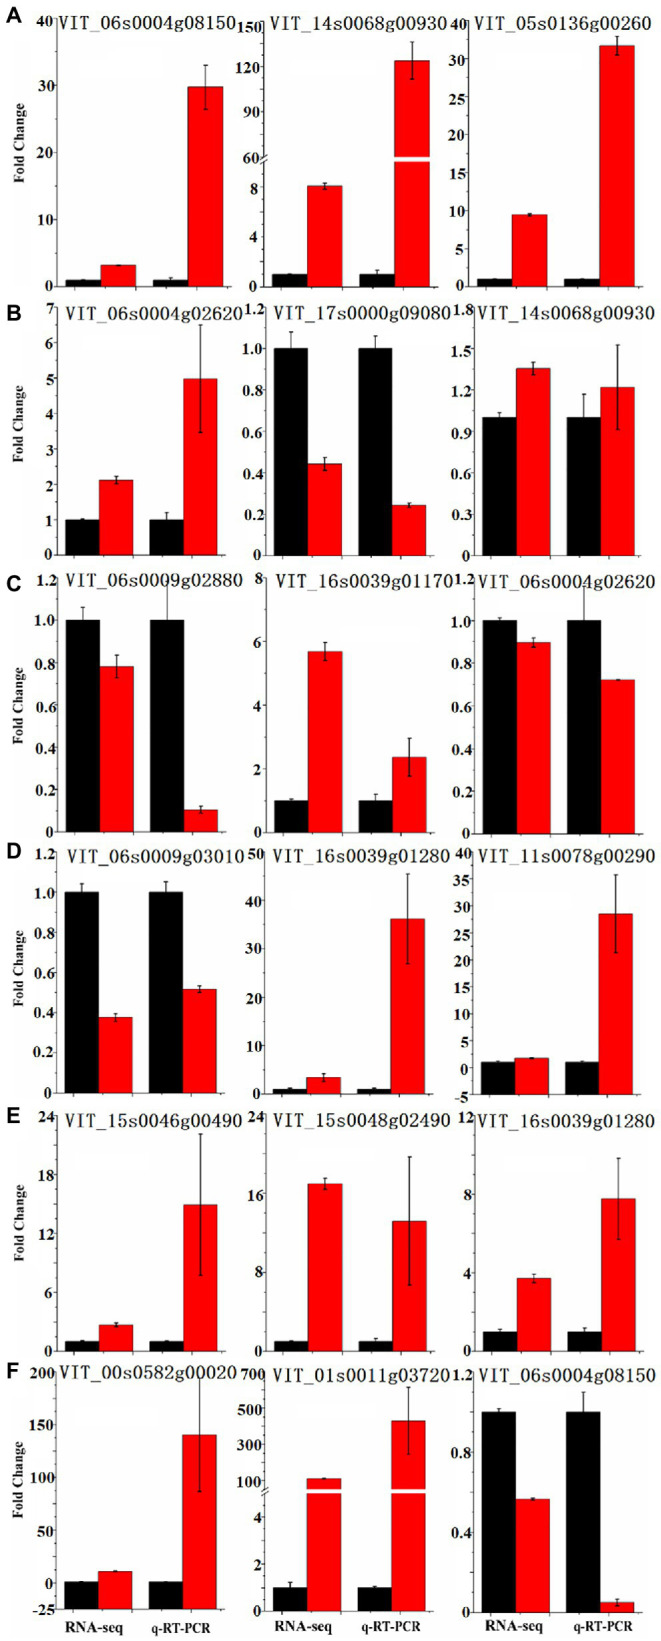
Real-time quantitative reverse transcription (qRT)-PCR validation of the differentially expressed genes between ‘Summer Black’ (black bar chart) and its bud sport ‘Nantaihutezao’ (red bar chart). **(A)** S5; **(B)** S6; **(C)** S7; **(D)** S8; **(E)** S9; and **(F)** S10.

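Resveratrol is made from phenylalanine by phenylalanine ammonia-lyase (PAL), cinnamate 4-hydroxylase (C4H), 4-coumarate:CoA ligase (4CL) and stilbene synthase (STS). The transcripts that the paper names for these enzymes are 12 PAL, 3 C4H, 3 4CL and 27 STS transcripts. All 45 were differentially expressed in at least 1 of the 6 stages in the counts. At 1 stage or more, 44 of them were higher in ‘Nantaihutezao’, and 3 were lower at 1 stage or more. With DESeq2, another scaling, no filter on low counts, all libraries in one fit, a replicate block or any 1 replicate left out, the number was 45 as well. With edgeR's glmTreat, which tests for a change larger than the threshold itself and was tried on these transcripts only after their values were seen, 44 passed, 44 of them higher at 1 stage or more and 1 lower. These transcripts were chosen from the same libraries, so their number alone does not show stability. The KEGG orthology in the deposited table gives a list that does not depend on expression, with 65 genes, of which 17 carry the orthology of PAL, 3 that of C4H, 7 that of 4CL and 38 that of STS or chalcone synthase. Of the 65 genes, 50 were differentially expressed in at least 1 stage, 48 of them higher in ‘Nantaihutezao’ and 6 lower at 1 stage or more. The list overlaps with the paper's, so it is not an independent check. The 45 transcripts and the 3 chalcone synthase transcripts that the paper names were all differentially expressed, so the longer list added few. Some genes had too few reads, and at S7, 4 of the 7 4CL genes and 31 of the 38 STS or chalcone synthase genes were tested. By stage, 30 of the 65 were higher and 2 lower at S5, and 42, 39, 37 and 35 were higher at S6, S7, S8 and S9 with none lower. At S10, 3 were higher and 5 lower.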

According to the KEGG annotations, we found 45 differentially expressed transcripts involved in the biosynthesis of stilbene induced by bud sport during grape berry development (Figure 5). 

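Counted by stage over the 45 PAL, C4H, 4CL and STS transcripts, 27 were higher in ‘Nantaihutezao’ and 1 was lower at S5, where 42 had enough reads to be tested. At S6, 40 of 45 tested transcripts were higher. At S7, 38 of 43 were higher, at S8, 36 of 44, and at S9, 34 of 44, and from S6 to S9 none was lower. At S10, 3 of 45 were higher and 3 lower. The median log2 fold change over the tested transcripts was 1.34 at S5, 1.44 at S6, 2.34 at S7, 1.93 at S8, 1.58 at S9 and 0.35 at S10, and the median SE of a transcript lay between 0.10 at S10 and 0.20 at S7. Adjusting the FDR over the 45 transcripts alone gave the same numbers at every stage. Leaving out 1 replicate at a time moved the numbers most at S9, where between 33 and 37 transcripts were differentially expressed. The test against the threshold itself moved them further, with 22 transcripts higher at S5, 27 at S6, 29 at S7, 27 at S8, 20 at S9 and 1 at S10.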

Among them, there were 27 transcripts with 26 upregulated genes and 1 downregulated gene, 39 transcripts with all upregulated genes, 35 transcripts with all upregulated genes, 12 transcripts with all upregulated genes, 34 transcripts with all upregulated genes, and 6 transcripts with 3 upregulated genes and 3 downregulated genes in the phases of S5, S6, S7, S8, S9, and S10, respectively. These genes may play key roles in the variations of *trans*-resveratrol and *cis*-resveratrol contents. In addition, three transcripts (*VIT_14s0068g00930*, *VIT_16s0022g01070*, and *VIT_05s0136g00260*) encoding CHS may play an important role in the synergistic regulation of metabolisms of resveratrol, which needs to be further analyzed in the future.

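Chalcone synthase (CHS) uses the same substrates as STS and leads into the flavonoid pathway. VIT_05s0136g00260 had the most reads of the 3 transcripts. At S5, it had 4777 ± 183.9 CPM (SD, n = 3) in ‘Nantaihutezao’ and 486.7 ± 5.46 CPM (SD, n = 3) in ‘Summer Black’, a log2 fold change of 3.31 (SE 0.032, FDR 3.22e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change of this transcript was 0.58 at S6 and -0.04 at S7 (FDR 0.311), and it was -0.40 at S8, -0.56 at S9 and -1.11 at S10 (FDR 1.63e-12), so the difference changed its direction between S6 and S8. VIT_14s0068g00930 went the same way, with a log2 fold change of 3.1 at S5 (SE 0.05, FDR 9.15e-17) and -0.98 at S10 (SE 0.039, FDR 5.62e-12), just inside the fold change threshold. At S7, its log2 fold change was 0.01, and leaving out a replicate moved it between -0.02 and 0.05. VIT_16s0022g01070 had few reads, at most 12.6 ± 4.5 CPM (SD, n = 3) in ‘Summer Black’ at S10. It was higher in ‘Nantaihutezao’ at S6, with a log2 fold change of 1.55 (SE 0.26, FDR 3.13e-04), and lower at S10, with -1.04 (SE 0.21, FDR 6.1e-04), a value that fell to between -0.88 and -0.97 in 3 of the 6 refits without 1 replicate. At S8, it had -0.01, and the sign changed with a replicate block and in 3 of the 6 refits without 1 replicate. At S5, it had too few reads for the test, with at most 17 counts in ‘Nantaihutezao’ and 1 in ‘Summer Black’.

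**Figure D1:**
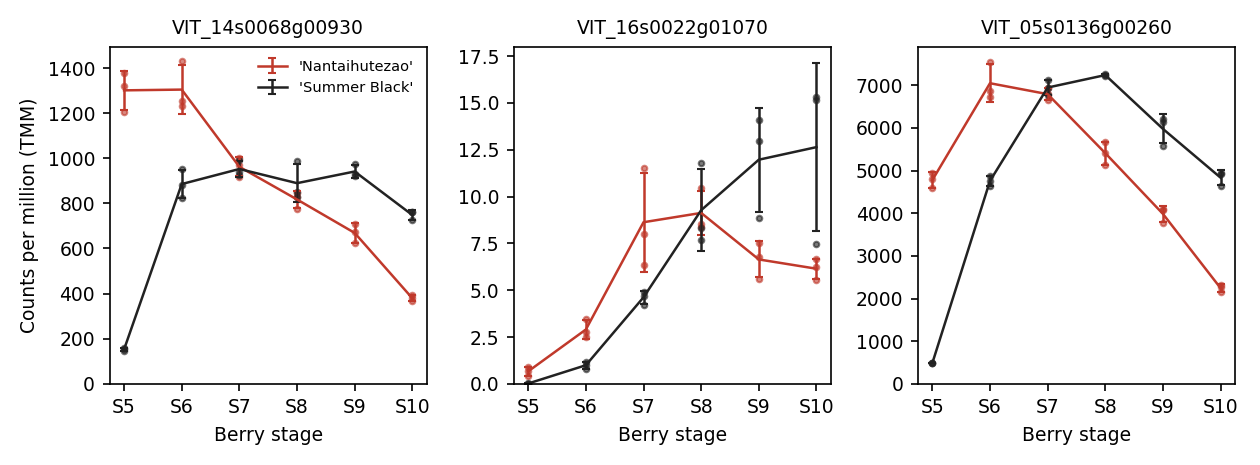
Expression of the 3 CHS transcripts in CPM after TMM scaling at each berry stage in ‘Nantaihutezao’ (red) and ‘Summer Black’ (black), with lines and bars for the mean and SD of 3 libraries and points for the libraries. VIT_05s0136g00260 is at 4777 CPM in ‘Nantaihutezao’ against 486.7 in ‘Summer Black’ at S5 and at 2243 against 4832 at S10.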

**Figure 5:**
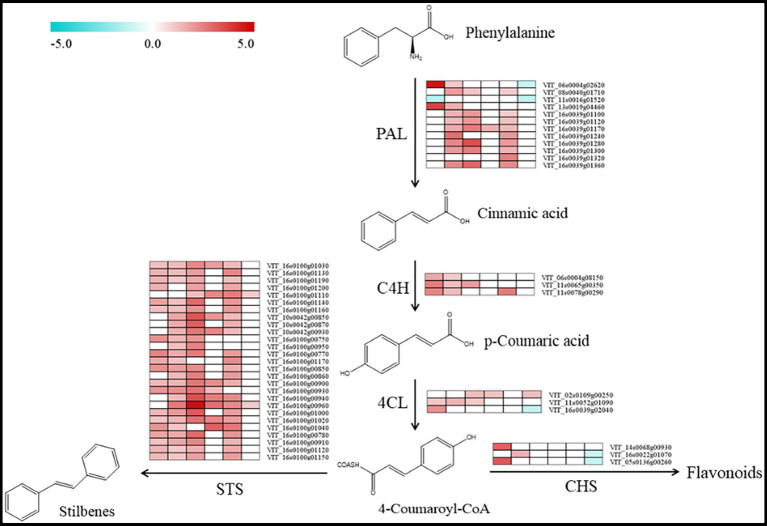
Biosynthetic pathway of resveratrol in grape berries. Boxes from left to right that follow the berry development were obtained by using the MultiExperiment Viewer software. The data set comprised of data regarding the changes in the relative expression of the ‘Nantaihutezao’ in relation to the ‘Summer Black’ at the same stage, which were expressed as log_2_ fold change.

To get a broader view on the gene expression levels involved in *trans*-resveratrol and *cis*-resveratrol metabolism pathways, respectively, modules associated with the contents of *trans*-resveratrol and *cis*-resveratrol were obtained by WGCNA (Figure 6). In this study, six main modules were identified from the RNA-Seq data. The red module contained 150 genes that were positively correlated with the contents of *trans*-resveratrol (cor = 0.46, *p* = 0.01). The modules that negatively correlated with the contents of *trans*-resveratrol were cyan (cor = −0.58, *p* = 0.001), turquoise (cor = −0.75, *p* = 7e-06), and gray (cor = −0.5, *p* = 0.008). The numbers of genes in each module are 87, 647, and 2,109 for cyan, turquoise, and gray colors, respectively. Interestingly, the turquoise module was also negatively correlated with the contents of *cis*-resveratrol (cor = −0.54, *p* = 0.004).

**Figure 6:**
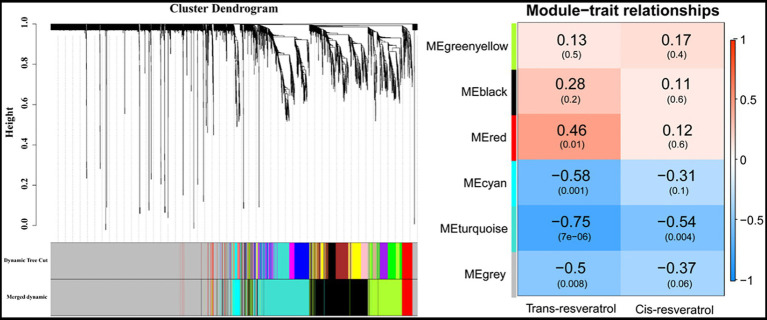
The relationship between the module and the contents of *trans*-resveratrol and *cis*-resveratrol was performed by weighted gene co-expression network analysis (WGCNA).

The genes in the red, cyan, turquoise, and gray modules were found to be significantly correlated with the contents of *trans*-resveratrol and *cis*-resveratrol. The association of separate genes within these modules with the contents of *trans*-resveratrol and *cis*-resveratrol was further investigated. For this purpose, we performed individual pathway enrichment analyses for these genes in the significantly correlated modules to hunt their related functions and obtain the significant KEGG pathways (Supplementary Figure S1). 

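Supplementary File S1 lists 124 transcripts, all of which are in the deposited table. In the KEGG annotation that Supplementary File S1 itself gives, 37 of the 124 carry the term phenylpropanoid biosynthesis and 34 the term phenylalanine metabolism. A transcript can carry both. The list shares 39 transcripts with the 48 PAL, C4H, 4CL, STS and CHS transcripts named in the paper, including all 27 STS transcripts. Of the 124 transcripts, 93 had enough reads over the 36 libraries to be followed over the stages.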

In this study, our analysis revealed 73 candidate transcripts enriched in the phenylpropanoid pathway that negatively correlated with the contents of *trans*-resveratrol. In addition, there are 51 transcripts enriched in the flavonoid biosynthesis and plant–pathogen interaction pathways, which may play a negative regulatory role in the metabolism of resveratrol (Figure 7A; Supplementary File S1). Furthermore, we found four transcripts *VIT_06s0009g02810*, *VIT_06s0009g02880*, *VIT_06s0009g02920*, and *VIT_06s0009g03050* encoding flavonoid-3'5'-hydroxylase (F3'5'H) to be positively correlated with the contents of *trans*-resveratrol (Figure 7B; Supplementary File S2). 

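In the same annotation, 39 of the 124 transcripts carry the term flavonoid biosynthesis and 48 the term plant-pathogen interaction. No transcript carries both terms, so 87 carry either of them. A further term, plant hormone signal transduction, is carried by 6 transcripts of the list.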

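F3'5'H adds hydroxyl groups to flavonoids on the branch that leads to delphinidin-type anthocyanins. VIT_06s0009g02810 rose in ‘Summer Black’ from 0.816 ± 0.123 CPM (SD, n = 3) at S5 to 49.3 ± 2.82 CPM at S7 and fell to 19.7 ± 1.14 CPM at S10. In ‘Nantaihutezao’, it was at 8.75 ± 0.663 CPM (SD, n = 3) at S5, at 19.8 ± 0.663 CPM at S7 and at 2.76 ± 0.253 CPM at S10. Spearman's rho of the 6 stage means with the days after veraison was -0.714 in ‘Nantaihutezao’ (exact permutation test, two-sided p = 0.136) and 0.2 in ‘Summer Black’ (p = 0.714). VIT_06s0009g02920 followed the same course, with rho of -0.314 in ‘Nantaihutezao’ (exact permutation test, p = 0.564) and 0.429 in ‘Summer Black’ (p = 0.419). VIT_06s0009g02880 and VIT_06s0009g03050 had fewer reads, at most 2.59 and 1.64 CPM. Their rho was -0.6 and 0.0286 in ‘Nantaihutezao’, and 0.0286 and 0.486 in ‘Summer Black’. None of these 8 relations had p below 0.05. The resveratrol contents were not used here, and the days after veraison stand in their place.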

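Supplementary File S3 lists 19 transcripts, and all of them carry the KEGG term plant hormone signal transduction in the annotation given with that list. The list shares 2 transcripts with Supplementary File S1. Between 12 and 14 of the 19 had enough reads to be tested at a stage. At S5, 3 were higher and 3 lower in ‘Nantaihutezao’, and at S6, 1 was higher and 2 were lower. At S7 and S8, 6 and 4 were higher and none was lower. At S9, 7 were higher and 1 lower, and at S10, 8 were higher and 1 lower. The median log2 fold change of the tested transcripts was 0.22 at S5, -0.07 at S6, 1.27 at S7, 0.68 at S8, 0.96 at S9 and 1.55 at S10. Over all stages, 13 of the 19 were differentially expressed at least once.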

In this study, we have found no genes that positively correlated with the contents of *cis*-resveratrol, but 19 candidate genes enriched in the plant hormone signal transduction pathway negatively correlated with the contents of *cis*-resveratrol, suggesting that these genes may participate in the biosynthesis of *cis*-resveratrol, but further study needs to be undertaken to determine their potential roles (Figure 7C; Supplementary File S3). Generally, these findings have revealed promising candidate genes for contributing to the variation in the contents of *trans*-resveratrol and *cis*-resveratrol.

**Figure 7:**
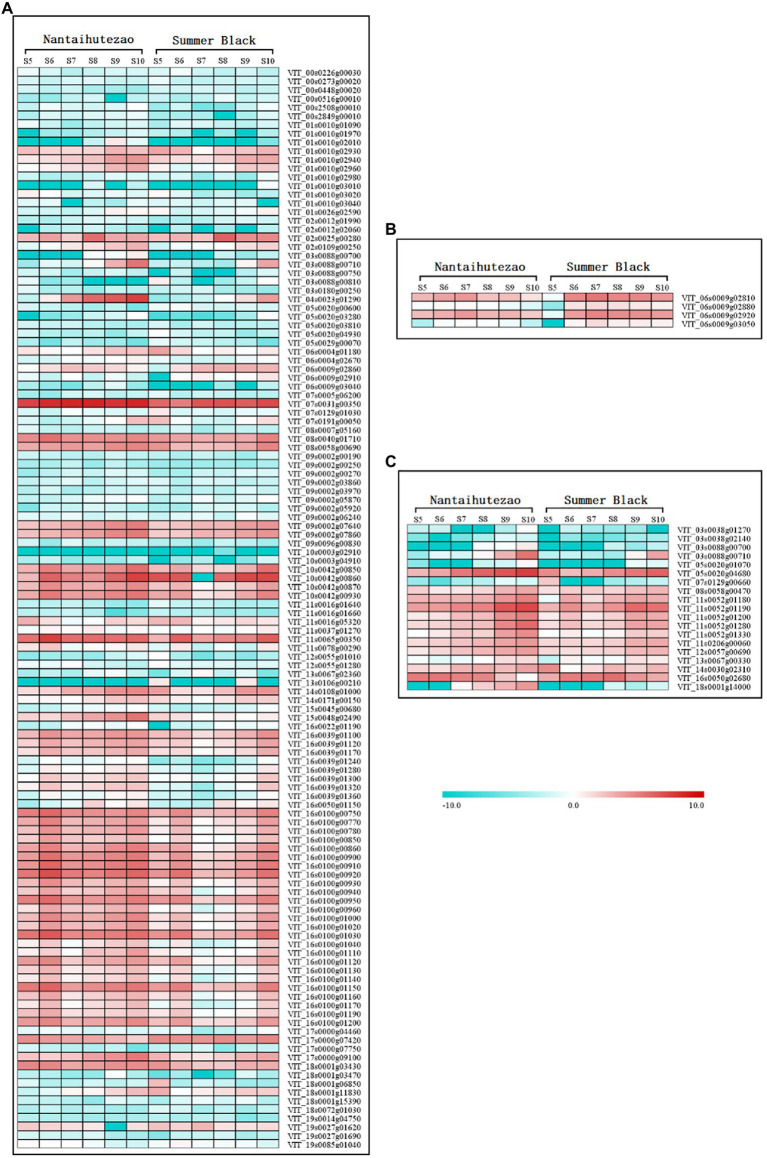
The expression profiles of genes enriched in the different Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways in the modules correlated with the contents of resveratrol. Boxes from left to right that follow the berry development were obtained by using the MultiExperiment Viewer software. The data set was normalized to the values as log_2_ transformed. The left set of boxes is for the bud sport ‘Nantaihutezao’, and the right set is for ‘Summer Black’. **(A)** Genes negatively correlated with the contents of *trans*-resveratrol; **(B)** genes positively correlated with the contents of *trans*-resveratrol; and **(C)** genes negatively correlated with the contents of *cis*-resveratrol.

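The course of each list over the stages was summarised in a set score, the mean over its transcripts of the z-score of log2 CPM over the 36 libraries. The score of Supplementary File S1 covered 93 transcripts. In ‘Nantaihutezao’, it was -0.12 ± 0.07 (SD, n = 3) at S5 and 0.78 ± 0.09 at S10, with Spearman's rho of 0.829 with the days after veraison over the 6 stage means (exact permutation test, two-sided p = 0.0583, 0.117 after Benjamini-Hochberg adjustment over the 6 relations of 3 lists and both cultivars). Pearson's r was 0.768 (exact permutation test, p = 0.0917) and fell to 0.266 without S5 and S10. The 66 transcripts left when the STS transcripts are taken out, a choice made after the values were seen, had rho of 0.943 in ‘Nantaihutezao’ (exact permutation test, p = 0.0167) and r of 0.954 (p = 0.00556), or 0.846 without S5 and S10, and rho of 0.257 in ‘Summer Black’ (p = 0.658). In ‘Summer Black’, the score fell from -0.19 ± 0.02 at S5 to -1.04 ± 0.12 at S7 and rose to 0.54 ± 0.03 at S10, with rho of 0.143 (exact permutation test, p = 0.803, adjusted p = 0.803) and r of 0.382 (p = 0.469). Of the 93 transcripts, 66 had rho above 0 in ‘Nantaihutezao’ and 71 in ‘Summer Black’. For Supplementary File S2, the 4 F3'5'H transcripts, rho was -0.371 in ‘Nantaihutezao’ (exact permutation test, p = 0.497, adjusted p = 0.746) and 0.2 in ‘Summer Black’ (p = 0.714, adjusted p = 0.803). Pearson's r was -0.429 and 0.588, and without S5 and S10 it was -0.729 and 0.0692. For Supplementary File S3, 15 transcripts had enough reads. Their score rose in ‘Nantaihutezao’ from -0.66 ± 0.05 at S5 to 1.42 ± 0.02 at S10, with rho of 1.0 (exact permutation test, p = 0.00278, the smallest that 6 stages allow, adjusted p = 0.0167) and r of 0.982 (p = 0.00278), or 0.988 without S5 and S10. In ‘Summer Black’, it rose from -0.65 ± 0.06 to 0.48 ± 0.08, with rho of 0.829 (exact permutation test, p = 0.0583, adjusted p = 0.117) and r of 0.876 (p = 0.0278), or 0.798 without S5 and S10. Over the 18 libraries of a cultivar in place of the 6 stage means, rho was 0.793 for Supplementary File S1 in ‘Nantaihutezao’ and 0.812 for Supplementary File S3 in ‘Summer Black’.

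**Figure D2:**
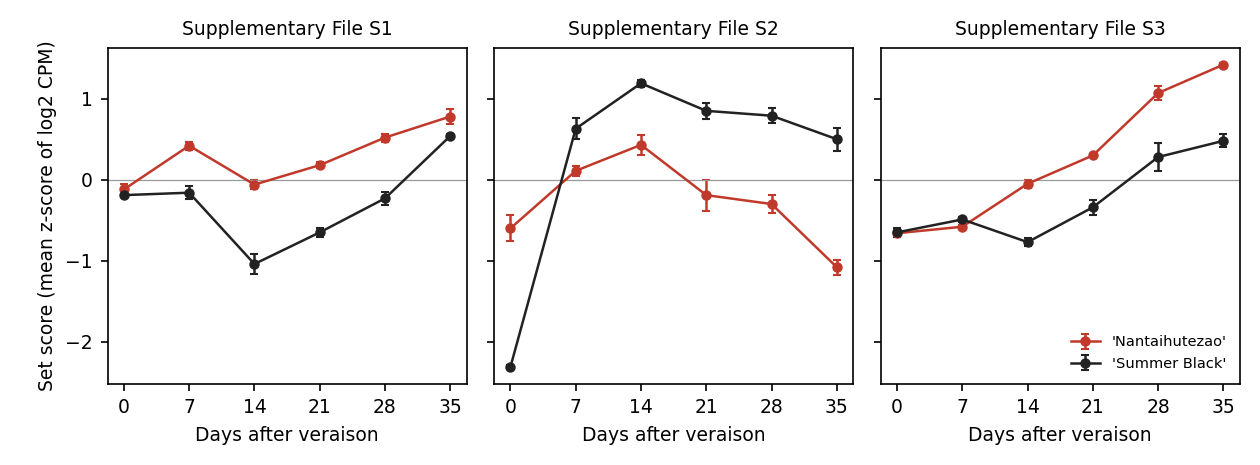
Set score (mean z-score of log2 CPM, mean and SD of 3 libraries) of the transcripts of Supplementary Files S1, S2 and S3 against days after veraison in ‘Nantaihutezao’ (red) and ‘Summer Black’ (black). For Supplementary File S3, the score ends at 1.42 in ‘Nantaihutezao’ and 0.48 in ‘Summer Black’ at 35 days.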

## Discussion

Many studies previously reported that the accumulation of resveratrol is well known in grape berries at veraison and continues throughout berry ripening, with significant differences among grape varieties (Gatto et al., 2008; Mei et al., 2015). In the cultivation of grapes, we discovered a bud sport on ‘Summer Black’ and named it ‘Nantaihutezao’, whose maturity time is 2 weeks earlier than that of its parents. Besides, during preliminary observation, ‘Nantaihutezao’ showed better color and fruit quality than ‘Summer Black’ (Leng et al., 2021). In terms of resveratrol, the contents of *trans*-resveratrol and *cis*-resveratrol were both accumulated with increasing time, which is consistent with previous findings. Interestingly, the contents and rates of *trans*-resveratrol and *cis*-resveratrol accumulation were significantly different due to bud sport. Considering these changes, we performed transcriptomic comparison and WGCNA to gain insights into the molecular mechanism related to the metabolism of resveratrol caused by bud sport and identify key regulatory genes.

The phenylalanine is known as the primary substrate for the biosynthesis of flavonoids and stilbenes *via* the phenylpropanoid pathway in most plants such as grapes (Jeandet et al., 2021; Lu et al., 2021). The biosynthesis of resveratrol was achieved through a small branch of the phenylpropanoid pathway and is considered as a competitive extension of the branch of the flavonoids (Vannozzi et al., 2018; Andi et al., 2021; Jeandet et al., 2021). Upstream of the phenylpropanoid pathway, the expression levels of *PAL*, *C4H*, *4CL*, and *STS* genes were closely related to the contents of resveratrol. In this study, we found 12 transcripts (*VIT_06s0004g02620*, *VIT_08s0040g01710*, *VIT_11s0016g01520*, *VIT_13s0019g04460*, *VIT_16s0039g01100*, *VIT_16s0039g01120*, *VIT_16s0039g01170*, *VIT_16s0039g01240*, *VIT_16s0039g01280*, *VIT_16s0039g01300*, *VIT_16s0039g01320*, and *VIT_16s0039g01360*) encoding PAL, 3 transcripts (*VIT_06s0004g08150*, *VIT_11s0065g00350*, and *VIT_11s0078g00290*) encodeing C4H, and 3 transcripts (*VIT_02s0109g00250*, *VIT_11s0052g01090* and *VIT_16s0039g02040*) encoding 4CL that were significantly upregulated or downregulated at some developmental stages between two cultivars. These differentially expressed transcripts might be involved in regulating the biosynthesis of resveratrol. 

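Of the 12 PAL transcripts, 2 were higher and 1 was lower in ‘Nantaihutezao’ at S5, where 10 had enough reads to be tested. At S6, 11 of 12 were higher, with a median log2 fold change of 1.82 over the tested transcripts. At S7, 8 of 11 were higher, with a median of 2.06, at S8, 7 of 11, with 1.45, and at S9, 8 of 11, with 1.25. At S10, none of the 12 was higher and 2 were lower. The PAL transcripts did not share one course. VIT_06s0004g02620 had the most reads of those that changed at S5, with 457.5 ± 24.4 CPM (SD, n = 3) in ‘Nantaihutezao’ and 19.2 ± 1.36 CPM (SD, n = 3) in ‘Summer Black’. Its log2 fold change of 4.58 at S5 (SE 0.056, FDR 3.77e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) turned to -1.10 at S10 (SE 0.046, FDR 1.01e-11). VIT_16s0039g01170 was at -0.06 at S5 (FDR 0.711), reached 2.56 at S7 (SE 0.16, FDR 2.17e-08) and was at 0.08 at S10 (FDR 0.496). All 3 C4H transcripts were higher at S5, with a median log2 fold change of 2.39, and at S6, with 1.29. From S7 to S9, 1 C4H transcript was higher at each stage, and at S10, none was. Of the 3 4CL transcripts, 2 were higher at S5 and at S7, 1 at S6 and at S8, and none at S9, while at S10, 1 was higher and 1 lower.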

STS is a key enzyme leading to the biosynthesis of resveratrol (Flamini et al., 2013; Lavhale et al., 2018; Vannozzi et al., 2018). We found 27 transcripts (*VIT_16s0100g01030*, *VIT_16s0100g01130*, *VIT_16s0100g01190*, *VIT_16s0100g01200*, *VIT_16s0100g01110*, *VIT_16s0100g01140*, *VIT_16s0100g01160*, *VIT_10s0042g00850*, *VIT_10s0042g00870*, *VIT_10s0042g00930*, *VIT_16s0100g00750*, *VIT_16s0100g00950*, *VIT_16s0100g00770*, *VIT_16s0100g01170*, *VIT_16s0100g00850*, *VIT_16s0100g00860*, *VIT_16s0100g00900*, *VIT_16s0100g00930*, *VIT_16s0100g00940*, *VIT_16s0100g00960*, *VIT_16s0100g01000*, *VIT_16s0100g01020*, *VIT_16s0100g01040*, *VIT_16s0100g00780*, *VIT_16s0100g00910*, *VIT_16s0100g01120*, and *VIT_16s0100g01150*) encoding STS that were differentially expressed at certain developmental stages, and all of them were upregulated in Nantaihutezao. These transcripts might be involved in the metabolism of resveratrol. Furthermore, CHS, a key enzyme of the flavonoid pathway, is closely related to STS and also affects the resveratrol content, because both enzymes compete for the same substrate and control the entry points into the flavonoid and stilbene pathways, respectively (Andi et al., 2021; Jeandet et al., 2021). 

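All 27 STS transcripts had enough reads to be tested at every stage, and none was lower in ‘Nantaihutezao’ at any stage. The number that was higher was 20 at S5, 25 at S6, 27 at S7, 27 at S8, 25 at S9 and 2 at S10. The median log2 fold change was 1.4 at S5, 1.41 at S6, 2.46 at S7, 2.20 at S8, 1.93 at S9 and 0.56 at S10. At every stage from S5 to S9, the same 18 transcripts were higher, and 6 were when the change was tested against the threshold itself. STS genes are close copies of each other, and reads can be split between them, so their counts were also summed. The sum of the 27 transcripts was 329.6 ± 14.2 CPM (SD, n = 3) in ‘Nantaihutezao’ and 134.4 ± 5.75 CPM (SD, n = 3) in ‘Summer Black’ at S5, and 834.7 ± 20.5 against 310.5 ± 37.4 CPM at S6. It fell to 243.5 ± 11.5 against 46.1 ± 8.88 CPM at S7 and rose to 640.9 ± 42.8 against 461.3 ± 28.1 CPM at S10. The log2 fold change of the sum was 1.30 at S5 (SE 0.041, FDR 2.63e-13), 1.44 at S6, 2.40 at S7 (SE 0.093, FDR 3.44e-10), 2.05 at S8, 1.63 at S9 and 0.47 at S10 (SE 0.051, FDR 1.22e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

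**Figure D3:**
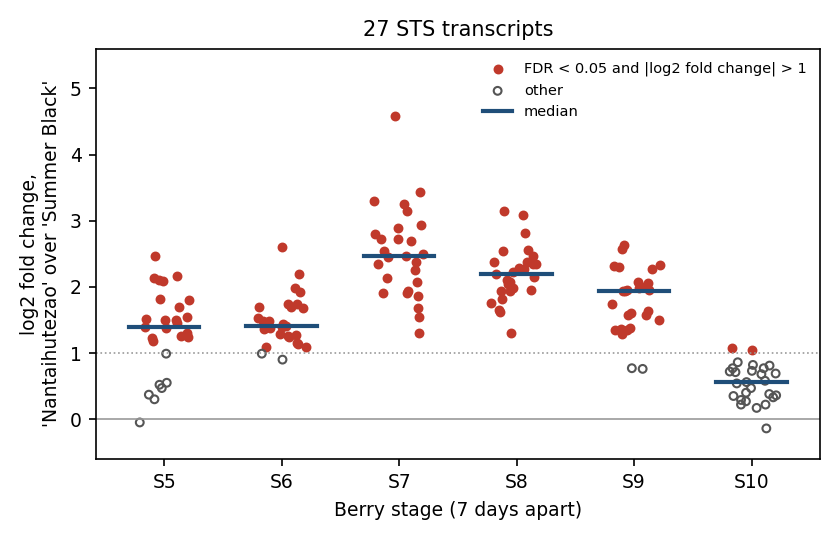
Log2 fold change of ‘Nantaihutezao’ over ‘Summer Black’ for each of the 27 STS transcripts at each berry stage, with filled points for differentially expressed transcripts and bars for the median. The median is 2.46 at S7 and 0.56 at S10, and the highest point at S7, VIT_16s0100g00960, is set against 2 counts or fewer per library in ‘Summer Black’, where the fold is at least 9.03.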

In our data, it was found that three differentially expressed transcripts (*VIT_14s0068g00930*, *VIT_16s0022g01070*, and VIT_05s0136g00260) encoding CHS might be related to the changes in the resveratrol. For the *trans*-resveratrol, many previous studies have reported a relationship in the high contents with increasing concentration of some genes, such as *PAL*, *4CL*, and *STS*, in the grape varieties from veraison to maturity (Degu et al., 2014; Duan et al., 2015; Suzuki et al., 2015; Wong et al., 2016; Bai et al., 2019). Conversely, *cis*-resveratrol was neglected because it has not been detected often, but it appears to be formed by hydrolysis of pieced or resveratrol polymers. It can also be transformed from *trans*-resveratrol by light-induced or enzymatic isomerization and may possess health-promoting properties (Lopez-Hernandez et al., 2007; Liu et al., 2011; Erte et al., 2020). Early studies indicated that the contents of *trans*-resveratrol and *cis*-resveratrol increase from veraison to harvesting and are induced in response to biotic and abiotic stresses. Meanwhile, *PAL*, *4CL*, and *STS* expression profiles showed an increasing concentration of their transcripts and had a higher accumulation in the grape of high resveratrol contents (Gatto et al., 2008; Bai et al., 2019). Anyway, our transcriptome analysis showed that 48 differentially expressed transcripts, encoding *PAL*, *C4H*, *4CL*, *STS*, and *CHS*, were important genes in the biosynthesis of stilbene during grape berry development induced by bud sport (Figure 5). Therefore, we speculated that these transcripts might play important roles in the accumulation of resveratrol.

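The 48 transcripts are the 45 PAL, C4H, 4CL and STS transcripts and the 3 CHS transcripts, and each was differentially expressed in at least 1 stage. Whether the difference between the cultivars changed with the stage was tested with the interaction of cultivar and stage in 1 model of all 36 libraries. All 48 transcripts passed an FDR of 0.05 in this test, and between 45 and 48 did without 1 replicate letter. Of the 16846 genes tested, 10734 (63.7%) passed as well. The 48 were also chosen from these same libraries, so passing does not set them apart from other genes. In the contrast of the cultivar difference at S7 with that at S10, 45 of the 48 passed and all 45 had the larger value at S7. For 25 of the 27 STS transcripts the contrast passed, and its median over the STS transcripts was 2.07 on the log2 scale. Leaving out 1 replicate letter at a time, between 41 and 44 of the 48 passed the contrast. From their annotation and their differential expression over the stages, the paper takes these transcripts to be important genes of stilbene biosynthesis induced by bud sport, and speculates that they play a part in the accumulation of resveratrol.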

In recent years, the accumulation of resveratrol induced by biotic and abiotic stresses, such as pathogen attack and plant hormones, has been demonstrated by many studies (Belhadj et al., 2008; Schnee et al., 2008; D’Onofrio et al., 2009). *WRKY*, *MYB*, *bZIP*, and *ERF* transcription factors have been involved in regulating *STS* genes to increase the resveratrol content (Riccio et al., 2020; Wang et al., 2020). In addition, *PRXs* genes also have been reported to participate in regulating stilbene synthesis (Park et al., 2021). Meanwhile, the phenylpropanoid pathway starts from phenylalanine, which belongs to the downstream pathway after the sucrose synthesis and degradation, glycolysis, and tricarboxylic acid cycle pathways (Dai et al., 2013). Upstream genes in those pathways also affect the resveratrol content. To further study the molecular mechanism of the biosynthesis of *trans*-resveratrol and *cis*-resveratrol, we performed WGCNA analysis to investigate functional modules that correlate with the contents of *trans*-resveratrol and *cis*-resveratrol and then enrich the genes in these functional modules into KEGG pathways. Our analysis has revealed 124 candidate transcripts enriched in the phenylpropanoid, flavonoid biosynthesis, and plant–pathogen interaction pathways (Supplementary File S1), which were proposed to play a negative regulatory role in the contents of *trans*-resveratrol. 

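Between the cultivars, 73 of the 124 transcripts of Supplementary File S1 were differentially expressed in at least 1 stage. At S5, 26 were higher and 13 lower in ‘Nantaihutezao’ among 70 with enough reads to be tested. The numbers higher and lower were 41 and 3 of 70 at S6, 50 and 1 of 66 at S7, 45 and 4 of 70 at S8, 44 and 3 of 73 at S9, and 12 and 4 of 74 at S10. The median log2 fold change of the tested transcripts was 0.39 at S5, 1.28 at S6, 1.94 at S7, 1.61 at S8, 1.35 at S9 and 0.47 at S10. In 34 of the 124 transcripts, expression was higher in ‘Nantaihutezao’ at each stage from S6 to S9. When the change was tested against the threshold itself, this held for 12. Without a filter on low counts, 84 of the 124 were differentially expressed in at least 1 stage, and 60 were in the test against the fold change threshold itself. The paper proposes a negative regulatory role of the list from its negative correlation with the contents of trans-resveratrol.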

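The beta-glucosidase VIT_19s0014g04750, which the deposited table gives the symbol BGLU41, had too few reads to be tested at any stage. Its highest count in a library was 19, in ‘Summer Black’ at S8, where its mean was 0.523 ± 0.442 CPM (SD, n = 3) against 0.232 ± 0.217 CPM (SD, n = 3) in ‘Nantaihutezao’, a difference smaller than the spread between replicates.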

Among these candidate transcripts, most of them are annotated into metabolism and biosynthesis of phenylalanine, such as *VIT_19s0014g04750*, *VIT_05s0020g03280*, *VIT_17s0000g09100*, *VIT_16s0100g01130*, *VIT_16s0100g01030*, and *VIT_00s2508g00010*. *VIT_19s0014g04750* is annotated as beta-glucosidase that is involved in the phenylpropanoid biosynthesis pathway. It might affect the contents of *trans*-resveratrol by regulating its precursor, phenylalanine. *VIT_05s0020g03280* and *VIT_17s0000g09100* encoded primary-amine oxidase, which performs a similar function. 

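VIT_05s0020g03280 was nearly absent at S5, with no read in any library, and rose to 1.91 ± 0.309 CPM (SD, n = 3) in ‘Nantaihutezao’ and 1.67 ± 0.999 CPM (SD, n = 3) in ‘Summer Black’ at S10. Only S10 had enough reads for the test, with a log2 fold change of 0.19 (SE 0.35, FDR 0.694) that leaving out a replicate moved between -0.11 and 0.78, so no direction was shown. Spearman's rho of its stage means with the days after veraison was 1.0 in ‘Nantaihutezao’ (exact permutation test, two-sided p = 0.00278) and 0.941 in ‘Summer Black’ (p = 0.0167). VIT_17s0000g09100 had more reads. It was at 12.5 ± 1.81 CPM in ‘Nantaihutezao’ and 20.3 ± 1.8 CPM in ‘Summer Black’ at S5, with a log2 fold change of -0.70 (SE 0.1, FDR 2.36e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At S6 the log2 fold change was 0.43 (SE 0.12, FDR 0.00963), below the fold change threshold as at S5 and of the opposite sign. From S7 it passed both thresholds, with log2 fold changes of 1.04 at S7, which was 0.91 without replicate c of ‘Summer Black’, 1.68 at S8, 1.34 at S9 and 1.67 at S10 (SE 0.048, FDR 1.28e-13). At S10, it reached 102.3 ± 2.04 CPM in ‘Nantaihutezao’ and 32.1 ± 0.451 CPM in ‘Summer Black’.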

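Among the STS transcripts of the list, VIT_16s0100g01030 was at 119.8 ± 4.87 CPM (SD, n = 3) in ‘Nantaihutezao’ and 46.9 ± 7.54 CPM (SD, n = 3) in ‘Summer Black’ at S6. Its log2 fold change was 1.36 at this stage (SE 0.084, FDR 2.24e-08), 2.34 at S7 (SE 0.13, FDR 9.63e-09) and 0.17 at S10 (SE 0.056, FDR 0.0201 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). VIT_16s0100g01130 had fewer reads, with 8.84 ± 0.629 CPM against 3.43 ± 0.128 CPM at S6. It was higher in ‘Nantaihutezao’ from S5 to S9, with log2 fold changes between 1.38 at S6 and 2.54 at S8. The PAL transcript VIT_00s2508g00010 had enough reads for the test at S6 and S10 only. Its log2 fold change was 1.2 at S6 (SE 0.5, FDR 0.0686) and 0.62 at S10 (SE 0.38, FDR 0.205), so no difference was shown at either stage. Without replicate c of ‘Summer Black’, the value at S6 was 1.68 and passed both thresholds.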

*VIT_16s0100g01130* and *VIT_16s0100g01030* encoded STS, and *VIT_00s2508g00010* encoded PAL, which are directly involved in the stilbene biosynthesis pathway. 

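VIT_12s0055g01280, with at most 36 counts in a library, was higher in ‘Nantaihutezao’ at S7, with a log2 fold change of 1.23 (SE 0.39, FDR 0.0202), and lower at S10, with -1.54 (SE 0.47, FDR 0.0124 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both calls depend on the replicates. In 4 of the 6 refits without 1 replicate at S7, and in 1 of the 6 at S10, the transcript no longer passed both thresholds. At S6, its log2 fold change of 0.24 (FDR 0.642) had no stable sign, from -0.01 to 0.48 without 1 replicate. VIT_05s0020g04930 had enough reads at S5 only, where it was lower in ‘Nantaihutezao’ with a log2 fold change of -1.53 (SE 0.37, FDR 0.00195) and where its mean was 0.422 ± 0.157 CPM (SD, n = 3) against 1.24 ± 0.0639 CPM (SD, n = 3). VIT_03s0088g00810 had at most 17 counts in a library and was not tested between the cultivars at any stage. Spearman's rho of its stage means with the days after veraison was -0.88 in ‘Nantaihutezao’ and 0.0857 in ‘Summer Black’ (exact permutation test, two-sided p = 0.919). The value of -0.88 rests on tied stage means, which the test did not take into account, so no p is given for it. For VIT_12s0055g01280, rho was -0.829 in ‘Nantaihutezao’ (p = 0.0583) and -0.371 in ‘Summer Black’ (p = 0.497).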

Besides, numerous other transcripts are annotated into plant hormone signal transduction and plant–pathogen interaction pathways, such as *VIT_12s0055g01280*, *VIT_03s0088g00810*, and *VIT_05s0020g04930*. These transcripts might indirectly affect the contents of *trans*-resveratrol due to changes in plant hormones or pathogen attack. We found four transcripts (*VIT_06s0009g02810*, *VIT_06s0009g02880*, *VIT_06s0009g02920*, and *VIT_06s0009g03050*) encoding F3′5′H that were positively correlated with the contents of *trans*-resveratrol (Supplementary File S2), which belong to the biosynthesis of flavonoid. 

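At S5, VIT_06s0009g02810 was higher in ‘Nantaihutezao’, with a log2 fold change of 3.42 (SE 0.18, FDR 1.39e-10), and so was VIT_06s0009g02920, with 3.54 (SE 0.21, FDR 5.11e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). VIT_06s0009g02880 had too few reads at S5, with at most 20 counts in a library of ‘Nantaihutezao’ and 1 in ‘Summer Black’. VIT_06s0009g03050 had at most 3 counts in ‘Nantaihutezao’ and 0 in ‘Summer Black’ at S5, so no fold is given. From S6 on, the log2 fold change of all 4 transcripts was below 0, and at S6 none passed both thresholds. VIT_06s0009g02810 had a log2 fold change of -1.32 at S7 (SE 0.063, FDR 2.24e-09), -2.35 at S8, -2.09 at S9 and -2.83 at S10 (SE 0.11, FDR 6.94e-12). VIT_06s0009g02920 passed both thresholds at S8, with -1.54, S9, with -1.24, and S10, with -1.86 (SE 0.1, FDR 2.68e-10). VIT_06s0009g02880 was between -1.17 at S7 and -1.98 at S10. VIT_06s0009g03050 had at most 33 counts in a library. It was at -1.27 at S7 (SE 0.31, FDR 0.00465) and at -3.18 at S10 (SE 0.78, FDR 0.0031). Leaving out 1 replicate moved the value at S10 between -7.02 and -2.63. At S9, -1.44 (SE 0.41, FDR 0.0301) no longer passed with DESeq2 or without the filter on low counts. That value also failed in 5 of the 6 refits without 1 replicate. The paper reasons that F3'5'H competes with resveratrol biosynthesis for the same substrates.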

Because the competition between these genes in the biosynthesis of flavonoid and resveratrol for the same substrates was the factor to affect the resveratrol accumulation, similar to *CHSs*, we speculated that these enriched transcripts may have the potential role in the direct or indirect regulation of biosynthesis of *trans*-resveratrol. In addition, there are 19 candidate transcripts (*VIT_03s0038g01270*, *VIT_03s0038g02140*, *VIT_03s0088g00700*, etc.) enriched in the plant hormone signal transduction pathway (Supplementary File S3) that may participate in the biosynthesis of *cis*-resveratrol.

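These 3 transcripts were below the depth needed for the test at every stage. VIT_03s0038g01270 had at most 8 counts in a library. VIT_03s0038g02140, which the deposited table gives the symbol LAX2, had at most 13 counts, with 0.499 ± 0.172 CPM (SD, n = 3) in ‘Nantaihutezao’ and 0.108 ± 0.0933 CPM (SD, n = 3) in ‘Summer Black’ at S9. VIT_03s0088g00700 also had at most 13 counts in a library, no read in either cultivar from S5 to S7, and 0.553 ± 0.125 CPM in ‘Nantaihutezao’ against 0.0539 ± 0.0539 CPM in ‘Summer Black’ at S10. With the filter on low counts, a change with the stage or between the cultivars was not tested for these 3 transcripts. Without the filter, 15 of the 19 transcripts of Supplementary File S3 were differentially expressed at least once, against 13 with it.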

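Over all genes, the number of differentially expressed genes between the cultivars was 2558 of 15848 tested at S5, with 46.5% of them higher and 1368 genes lower in ‘Nantaihutezao’. It was 1015 of 15442 at S6, with 415 higher and 600 lower, and 1236 of 15410 at S7, with 535 higher and 701 lower. At S8, 986 of 15259 genes were differentially expressed, with 413 higher and 573 lower, and at S9, 808 of 15279, with 525 higher and 283 lower. At S10, the number was 1328 of 15283, with 548 higher and 780 lower. At these thresholds, only S9 had more genes higher than lower. With upper-quartile scaling, 1006 genes were higher and 1597 lower at S5. The numbers depended most on how the fold change threshold was applied. When the change was tested against the threshold itself, 1589 genes passed at S5 and 261 at S9, and the balance changed, with 191 higher and 125 lower at S6, 261 and 256 at S7, 169 and 168 at S8, and 214 and 47 at S9.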

In conclusion, our findings provide hundreds of differentially expressed transcripts with obscure functions, which can provide new insights into the response of grape berries to bud sport, and also could be used in future functional and molecular biological studies of resveratrol metabolism.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Author Contributions

FL and LW designed the experiments and composed the study. FL, YY, JZ, XZ, and NS performed the experiments. FL, JS, and ZZ analyzed the data. FL and HJ contributed to reagents, materials, and analytical tools. All authors contributed to the article and approved the submitted version.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Transcriptomic and Weighted Gene Co-expression Correlation Network Analysis Reveal Resveratrol Biosynthesis Mechanisms Caused by Bud Sport in Grape Berry
**Source:** Front Plant Sci. 2021 Jun 18;12:690095. doi: 10.3389/fpls.2021.690095
**Supplement:** Supplementary Table S1 — Primer sequences of qRT-PCR.

**Supplemental Table S1.** Primer sequences of qRT-PCR

| **Gene ID** | **Forward primer (5’–3’)** | **Reverse primer (3’–5’)** |
| --- | --- | --- |
| *VIT_06s0004g08150* | ACCACCTGAACCTCTCCGACTTAG | TTCTTGTGCGTGATCCGAACTCC |
| *VIT_14s0068g00930* | CGGCACGTTCTGAGCGAGTATG | ACCGTGAGACCTGGTCCGAATC |
| *VIT_05s0136g00260* | TGTAACAGCCACTCCTCCACCTC | GGCATTGCGAACTTCGTTGACG |
| *VIT_06s0004g02620* | TCTCACACCACAACGGCAACG | GTCCGCCACCATTCTCTTCACC |
| *VIT_17s0000g09080* | CTGCATCAGGTTCTAGGCAACAGG | CTGGCAATTGTGCTGCAATCTGAG |
| *VIT_06s0009g02880* | GAGTTCAAGGACATGGTGGTGGAG | GCCGTGTGCTCCTCCATCATC |
| *VIT_16s0039g01170* | CGTGAGTGATCCGCTGAACTGG | CACCACCGAGCCGAACAACC |
| *VIT_06s0009g03010* | GAGTTCAAGGACATGGTGGTGGAG | GCTGATGCCGTGTGCTCCTC |
| *VIT_16s0039g01280* | GAAGAGCTTCTGCGTGAGTGATCC | CACCACCGAGCCGAACAACC |
| *VIT_11s0078g00290* | CCAACCTCCACCAACTTCCATACC | ACCAGGCATTAACCACCACCTTG |
| *VIT_15s0046g00490* | GAGGCTCTCCCAACTTTGCC | TTCTCGACCCAAGCCCATCT |
| *VIT_15s0048g02490* | AGCCAATAATGGAGCCTTCAGCAG | AGTCACCAATTGCATGGCGTAGG |
| *VIT_16s0039g01280* | GAAGAGCTTCTGCGTGAGTGATCC | CACCACCGAGCCGAACAACC |
| *VIT_00s0582g00020* | ACAGCCGCACCTCCATCCTC | GGTGGTGGTGTCATCGTCAGAAC |
| *VIT_01s0011g03720* | TGGAACTGATGAACAACCGGAGTG | GACAGCACTTAGACCTCCAGCATG |

How the deposited data were processed for this re-analysis (not part of the article)

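Pericarp RNA of the bud sport ‘Nantaihutezao’ and its parent ‘Summer Black’ was sequenced at 6 berry stages, S5 to S10, taken 7 days apart, with 3 biological replicates per cultivar and stage. The authors filtered the reads for adapters and quality, aligned them to the Vitis vinifera reference genome with TopHat 2 and deposited raw read counts per gene, without normalization and with the replicates kept apart. The authors also deposited FPKM values from Cuffdiff, scaled to transcript length and library size. The authors deposited, for 9 comparisons, a log2 fold change and a false discovery rate (FDR) from DESeq, and the direction of the fold change, second group over first, was checked on the counts. All values at the claims were computed from the counts. The FPKM values were not used for tests, and the deposited DESeq values were used only for comparison in the closing section.

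Genes were filtered with filterByExpr (minimum count 10, minimum total count 15), libraries were scaled by TMM, and the cultivars were compared at each stage with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 (limma 3.58.1), on the 6 libraries of the stage. A transcript was counted as differentially expressed at an FDR (Benjamini-Hochberg) under 0.05 and an absolute log2 fold change over 1. The standard error of a log2 fold change is its absolute value divided by the square root of the F statistic. A fold against a group with 3 counts or fewer in every library is a lower bound, computed against that floor. The interaction of cultivar and stage was tested in 1 model of all 36 libraries. Set scores are the mean z-score of log2 CPM (prior count 2). Trends were tested over the 6 stage means with all 720 orders, so that the smallest two-sided p is 0.00278. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for trends, tables and figures.

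The genes named are those that the paper names in its text, figures or lists. In addition, among genes that differed at all 6 stages in the same direction, without overlap between the cultivars and with a mean of at least 1 CPM in a cultivar, the 5 with the highest and the 5 with the lowest mean log2 fold change were taken. The steps were tested on simulated data in which 200 genes were changed. The test at one stage called 196 of them and 4 unchanged genes among 15043 tested, glmTreat called 172 of them and 1 unchanged gene, and the interaction test called 195 of 200 and 10 unchanged genes.

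The alternatives were DESeq2 1.42.0, upper-quartile scaling, no filter on low counts, all 36 libraries in one fit, the replicate letter as a block, each replicate left out in turn, and glmTreat. For the trends, they were the first principal component, a prior count of 0.5, all transcripts with a count, DESeq2's size factors and the 18 libraries of a cultivar, and, added after the results were seen, Supplementary File S1 without its STS transcripts. For all genes, glmTreat was among the alternatives from the start, and for the lists of transcripts it was added after the results were seen. The co-expression network and its modules were not repeated, because the R package the paper names for them was not available. The correlation of modules with resveratrol also needs contents per library, which were not among the files. The qRT-PCR values were not analysed either. Resveratrol contents entered only as group means read by eye from Fig. 3, in the closing section.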

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

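Of the tests below, the comparison of the genes that differ at all 6 stages with later stages of ‘Summer Black’ was chosen only after the result was seen.

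The difference between the cultivars changed with the stage in 10734 of 16846 tested genes, or 63.7% (interaction test of edgeR, FDR under 0.05). Among the 48 PAL, C4H, 4CL, STS and CHS transcripts, 45 had a higher log2 fold change at S7 than at S10 at an FDR under 0.05. The sign is included, so a transcript that was lower in ‘Nantaihutezao’ at S10 and hardly differed at S7 also counts. For the CHS transcript VIT_05s0136g00260, the FDR of the interaction was 2.93e-31, with a log2 fold change of 3.31 at S5 and -1.11 at S10. For the F3'5'H transcript VIT_06s0009g02810, the FDR was 7.52e-20, with 3.42 at S5 and -2.83 at S10. When the cultivar labels were exchanged at random within libraries of the same letter and stage, 2 of 100 labellings, the real one included, gave as many genes as the real labels, and the highest of the others gave 12259. The median of the others was 312. A cultivar that runs ahead of the other in ripening would also give a difference that changes with the stage. Fewer genes differed against a later stage of ‘Summer Black’ than at the same stage in 7 of 9 comparisons, so the change with the stage cannot be told apart from a shift in ripening.

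The STS transcripts give a partial check of that shift. In 5 of the 9 comparisons with a later stage, more than 13 of the 27 STS transcripts were still higher in ‘Nantaihutezao’, and in the other 4 they were not. At S6, 25 were higher at the same stage and 27 against ‘Summer Black’ at S7 and at S8, and the closest stage of ‘Summer Black’ was S6 itself, so a shift by 1 or 2 stages does not account for the difference at S6. At S5, S7 and S8, the result depended on the later stage taken, and at S9 the median log2 fold change of the STS transcripts was -0.06 against S10, the only later stage, so at these stages a shift in ripening is not excluded. Reads shared between near-identical copies would leave the sum of the 27 transcripts unchanged, and the smallest log2 fold change of the sum from S5 to S9 was 1.3, so STS expression as a whole was higher. Reads shared from a few changed copies would raise many transcripts and the sum alike, so the number of higher transcripts cannot be told apart from such sharing. The smaller libraries of ‘Summer Black’ at S5 do not account for the number of genes at that stage, since 2514 genes differed after all libraries were thinned to the smallest, against 2558 before.

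The paper does not report on genes that differ between the cultivars at every stage. In the same direction at all 6 stages, there were 38 such genes, 23 higher and 15 lower in ‘Nantaihutezao’, among 14473 tested at all 6 stages, and 3 further genes differed at every stage with a change of direction. When the cultivar labels were exchanged within same-letter pairs, 1 of 100 labellings, the real one, gave as many, which follows from the splits of single stages, since no other split of any stage gave as many genes, and is no further evidence. Among the genes with the highest mean log2 fold changes was VIT_14s0066g01090, with 4.75, for which the reference table gives the symbol MYB24. At S5, where ‘Summer Black’ had 2 counts or fewer, it was at least 12.9-fold higher, and over the other 5 stages its mean was 4.57, below the 4.67 of VIT_12s0028g00670 over its 5 stages above that floor. Against ‘Summer Black’ 1 or 2 stages later, 11 of the 38 differed the same way in all 9 comparisons and 29 in most of them, so for the other genes a shift in ripening cannot be told apart from a lasting difference. Positions were available for 37 genes through their VIT_ identifiers, some of which give chromosome 0. Among these genes, 4 pairs lay within 10 gene positions, against a median of 1 in 1000 random draws (permutation test, one-sided p = 0.023). Expressed neighbours can also be regulated together, so this cannot be told apart from a changed chromosome segment.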

How the results depend on the processing

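The alternatives were set before the data were examined, except for those on the lists beyond the 45 pathway and 27 STS transcripts, the unfiltered fits of single genes, some fits of the Figure 4 pairs, the refits of the S7 and S10 contrast, the use of glmTreat on lists of transcripts, and Supplementary File S1 without its STS transcripts, all of which were added after the results were seen. Over 216 results and 2255 alternatives, 2171 gave the same direction and the same side of the threshold, or a count within 1.5 times. Of the others, 28 were weaker, 11 stronger, 9 reversed and 36 moved, and the cause was not tested.

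The test against the threshold itself, glmTreat, moved the results most. It gave 1589 genes at S5, 316 at S6, 517 at S7, 337 at S8, 261 at S9 and 637 at S10. Of the 45 pathway transcripts, it called 20 at S9 and 2 at S10, and of the 27 STS transcripts 16 at S6 and 0 at S10, where 0 had an unadjusted p under 0.05 in that test. Of the CHS transcripts, it called 0 at S6, with 1 at an unadjusted p under 0.05, and 1 at S10. Of the annotation set of 65 genes, it called 21 at S9 and 3 at S10. Of Supplementary File S1, it called 29 at S6, 27 at S9 and 10 at S10, of Supplementary File S2 1 at S7, 1 at S9 and 2 at S10, and of Supplementary File S3 0 at S6, with 1 at an unadjusted p under 0.05, 2 at S8 and 5 at S9. The numbers of higher STS transcripts at S5 to S9 are therefore firm as a direction and not as a number of transcripts past a doubling.

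Leaving out 1 replicate gave 1 to 2 STS transcripts at S10. For CHS, it gave 0 to 1 at S7, with between 1 and 2 at an unadjusted p under 0.05 where none was called, 0 to 1 at S9, with 3, and 1 to 2 at S10. For the Supplementary File S2 genes, it gave 0 to 1 at S6, with between 2 and 3. The sign changed for VIT_05s0020g03280 at S10 (log2 fold change from -0.11 to 0.78), VIT_12s0055g01280 at S6 (-0.01 to 0.48), VIT_14s0068g00930 at S7 (-0.02 to 0.05) and VIT_16s0022g01070 at S8 (-0.13 to 0.2). These transcripts had few reads or no difference at that stage.

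With the replicate letter as a block, the log2 fold change of VIT_16s0022g01070 at S8 was 0.01. Libraries that share a letter were no more alike than others, with a mean correlation of 0.0047 over all pairs of groups after the group means were removed, so the block was not used. Upper-quartile scaling shifted the median log2 fold change at S5 to -0.13, from -0.024 with TMM. With all 36 libraries in one fit, 61 genes differed at all 6 stages. Over 18 libraries, rho was slightly lower than over the stage means for Supplementary File S1 in ‘Nantaihutezao’ (0.793) and Supplementary File S3 in ‘Summer Black’ (0.812), and only its p fell below 0.05, with libraries of one stage that are not independent time points. Leaving out the STS transcripts, rho of Supplementary File S1 in ‘Nantaihutezao’ was 0.943 (permutation test, p = 0.0167), against 0.829 with them (p = 0.0583). With all transcripts with a count, rho of this list fell to 0.714 (permutation test, p = 0.136). With the first principal component, rho of Supplementary File S3 in ‘Summer Black’ was 0.714 (permutation test, p = 0.136). Over the 9 groups with cis-resveratrol above 0, Pearson's r with the trans-resveratrol contents of Fig. 3 was 0.658 for Supplementary File S1, no longer past 0.05 (permutation test, p = 0.055), although rho was 0.778 (p = 0.018) and r 0.872 without the 2 farthest groups, and -0.57 for Supplementary File S2, with the sign reversed. The best match of ‘Nantaihutezao’ at S7 lay 1 stage ahead instead of 2 with all genes past the filter, and also 1 with Pearson correlation.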

Differences from the paper's values

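At S8, 36 of the 45 pathway transcripts were higher in ‘Nantaihutezao’, against the paper's 12. None of the alternatives set before the data were examined closed the gap, with 36 or 37 transcripts, and glmTreat, tried on the list after the values were seen, gave 27. In the authors' deposited comparison of the cultivars at S8, 36 were higher at an FDR of 0.05 and 34 at 0.01. In the KEGG terms that Supplementary File S1 itself gives, 37 transcripts carry phenylpropanoid biosynthesis, against the 73 in the paper's text. No alternative applies to this count. A grouping chosen after seeing the values, phenylpropanoid or flavonoid biosynthesis, gives 73. Flavonoid biosynthesis or plant-pathogen interaction is carried by 87 transcripts, against the paper's 51, and 51 carry neither the phenylpropanoid nor the flavonoid term, a grouping also chosen after seeing the values. For VIT_06s0009g02880 at S7, the fold of ‘Nantaihutezao’ over ‘Summer Black’ was 0.443. The SD of the ‘Nantaihutezao’ libraries relative to the ‘Summer Black’ mean was 0.0732, which leaves out the spread of ‘Summer Black’. The paper's fold was about 0.78 in Fig. 4, read by eye. The alternatives set before the data were examined gave between 0.406 and 0.479, and none closed the gap.

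The paper gives the module of Supplementary File S1 a negative correlation with trans-resveratrol, that of Supplementary File S3 a negative one with cis-resveratrol, and that of Supplementary File S2 a positive one with trans-resveratrol. With contents read by eye from Fig. 3 over 12 groups, Pearson's r was 0.606 for Supplementary File S1, 0.771 for Supplementary File S3 and 0.0433 for Supplementary File S2. With the days after veraison, the set score of Supplementary File S3 had rho of 1.0 in ‘Nantaihutezao’ (exact permutation test, adjusted p = 0.0167) and 0.829 in ‘Summer Black’ (adjusted p = 0.117). That of Supplementary File S1 had 0.829 (adjusted p = 0.117) and 0.143 (adjusted p = 0.803). Of these relations, a trend was shown only for Supplementary File S3 in ‘Nantaihutezao’. The paper's module scores were not computed here.

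Fig. 5 marks the PAL transcript VIT_16s0039g01320 at S9 as differentially expressed, and it had too few reads to be tested here at that stage. It was called without the filter on low counts, with all 36 libraries in one fit, without ‘Summer Black’ replicate a, without ‘Summer Black’ replicate b and without ‘Nantaihutezao’ replicate c. It was also called in the authors' deposited values at an FDR of 0.05 and not at 0.01. The calls here matched Fig. 5 for 47 of 48 transcripts at S5, 47 at S6, 45 at S7, 24 at S8, 46 at S9 and 48 at S10. With the replicate block, all 48 matched at S5. For 4 of the 18 pairs of Fig. 4, the absolute log2 fold change was below 1.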

Other observations

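The test for an exchanged S6 library and the correlation without the STS transcripts below were chosen only after the result was seen.

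The number of genes that differed between the cultivars was set beside other splits of the same 6 libraries. At S5, S6, S7, S8, S9 and S10, 1 of the 4 splits that part all pairs of the same letter, the real one, gave as many genes, and at each stage 1 of all 10 splits did. With 10 splits the share cannot fall under 0.1, so a single stage cannot decide on chance, but the real split was the only one of the 10 to give as many at each of the 6 stages. The same held for ‘Nantaihutezao’ at S5, S6, S7, S8 and S9 against ‘Summer Black’ at S6, S7, S8, S9 and S10, with 1 of 4 in each, and for S5, S6, S7 and S8 against S7, S8, S9 and S10, with 1 of 4 in each.

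The paper states that the bud sport ripens earlier. Set against ‘Summer Black’ 1 stage later, 604 genes differed for S5, 1191 for S6, 790 for S7, 592 for S8 and 776 for S9, and 2 stages later, 1507 for S5, 1217 for S6, 872 for S7 and 698 for S8. In 7 of 9 comparisons this was fewer than at the same stage. Correlations were taken across the 2000 most variable genes, which are not independent replicates. ‘Nantaihutezao’ at S5 was closest to ‘Summer Black’ at S6, with a Spearman correlation of 0.9442 against 0.7849 at the same stage. At S7, S8 and S9, it was closest to a stage 2, 2 and 1 ahead, and at S6 to the same stage. The closest stage for S8 and S9 was S10, the last stage sampled, so a larger lead could not be found there. At S10 itself, no lead could be found.

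The authors' deposited comparisons include ‘Summer Black’ at S6 with ‘Nantaihutezao’ at S7 and ‘Summer Black’ at S7 with ‘Nantaihutezao’ at S8. A misnamed column would lie closer to the same-stage ratio, but the median absolute difference from it was 0.23 at S6 and 0.16 at S7, against 0.012 and 0.007 for the comparison as named. These columns match the calls of Fig. 5 for 12 of 48 transcripts at S6, against 47 in the same-stage calls here, so Fig. 5 was not drawn from them at S6. At S7 they match 42, against 45 here, so they match no better there. In 3 other deposited comparisons, S6 libraries of both cultivars stand in one group. An S6 library with the name of the other cultivar would be closer to that cultivar, but each correlated at 0.9949 or more with its own group and at 0.9833 or less with the other.

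For the 12 transcripts that Fig. 5 marks at S8, a larger fold change could have been required. Of these, 6 were among the 12 with the largest fold changes of the 36 called here, against 4 by chance (hypergeometric test, exact, one-sided p = 0.13). The lowest log2 fold change of the 12 was 1.18, below the median of 1.96 of the others called here, so a larger threshold on these fold changes does not account for the 12.

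The signs of the correlations with resveratrol were examined for contents set beside the libraries in alphabetical order of the stage, where S10 comes first, and for the 9 groups with cis-resveratrol above 0. Over 12 groups, 12 relations of 6 lists with both contents were computed. For Supplementary File S1 and trans-resveratrol, r was 0.606 (permutation test, two-sided p = 0.037, adjusted p = 0.098) and rho 0.674 (p = 0.02, adjusted p = 0.06), and r was 0.351 without the 2 farthest groups, so it rested on them. Without the STS transcripts, r was 0.768 (permutation test, p = 0.0036, adjusted p = 0.014), or 0.59 without the 2 farthest. The alphabetical order gave -0.15 (permutation test, p = 0.64), and the 9 groups 0.658. For Supplementary File S3 and cis-resveratrol, it gave 0.083 (permutation test, p = 0.8) and the 9 groups 0.68, against r of 0.771 (permutation test, p = 0.0032, adjusted p = 0.014) and rho of 0.815 (p = 0.0019, adjusted p = 0.011) over 12 groups, or r of 0.742 without the 2 farthest. For Supplementary File S2 and trans-resveratrol, r was 0.0433 (permutation test, p = 0.9, adjusted p = 0.9) with 0.41 in alphabetical order and -0.57 over the 9 groups. A wrong pairing pulls r towards 0, where its sign is arbitrary, so the alphabetical order is neither supported nor excluded for Supplementary Files S1 and S3. Over the 9 groups, the relation stayed above 0 for Supplementary File S1 (permutation test of rho of 0.778, p = 0.018) and Supplementary File S3 (of r, p = 0.044). The paper's signs are negative, so this argues against the choice of these groups as the cause for these 2 lists. For Supplementary File S2, r below 0 (permutation test, p = 0.11) did not give the paper's positive sign either. The cause of the signs otherwise remains open.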
